A study of Mus musculus with 10 samples. Its data were reported in "SALL1 enforces microglia-specific DNA binding and function of SMADs to establish microglia identity" (2023).

How the data were processed

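ATAC-seq libraries came from microglia of WT and Sall1 enhancer knockout (EKO) mice on the C57/Bl6 background, sorted from brain as live single cells positive for CD11b and CX3CR1 with low CD45. There were 5 libraries per genotype, 10 in all. Fragments were selected for short lengths before single-end sequencing, which favours nucleosome-free DNA. GEO's labels do not say whether the libraries of a genotype came from separate animals.

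According to the methods and the submitters' processing notes, the authors trimmed reads, aligned them to mm10 with Bowtie2 and called peaks in each library with HOMER under relaxed thresholds. The irreproducible discovery rate (IDR) was then computed for every pair of libraries of a genotype, giving 10 comparisons, peaks with an IDR below 0.05 were kept, and the comparisons were merged to 1 list per genotype. Whether read ends were shifted for the transposase was not given in the sources used here; such a shift is small against peaks with a median width of 235 bp. Because libraries were pooled through pairwise comparisons, a list grows with each additional pair, and a library that yields many peaks with every partner adds sites to the list of its genotype alone.

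Each deposited list gives the position of a peak, a score per peak that the authors' IDR step assigned (540 to 1000 in both lists, higher for lower IDR), and the interval of the peak in each of the 10 comparisons. The score was used only to rank peaks within a list, after the number of comparisons that held them, where the same number of peaks was taken from each. A planned description of score ranks at shared sites was left out, since ranks from lists of different lengths show no change. The test of differential distal accessibility planned for tag counts per library was not run, because the deposited lists hold no counts. Depth per library is unknown from peak lists, so no interval or floor that needs depth is given, and 95% exact binomial (Clopper-Pearson) intervals on shares of sites cover counting error only. As a trace of yield, peaks per comparison were 40778 to 111705 in WT and 68792 to 87186 in EKO. No column of another sample was present in the lists (0 left out).

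The comparisons are numbered without the names of their libraries. The pairs were worked out from the lists: at sites held by all 10 comparisons, the outermost start or end of a peak was mostly shared by the 4 comparisons of 1 library. This held for 60694 of 71582 such edges in WT and 105362 of 118532 in EKO. They formed 5 sets of 4 comparisons per genotype, 0 edges formed any other set of 4, and each comparison belonged to a pair of sets. The libraries were lettered A to E within a genotype, and the letters are not tied to the replicate numbers in the labels. Leaving out a library means keeping the 6 comparisons without it.

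WT and EKO peaks that overlapped by at least 1 bp were joined to sites, which were called WT-only, EKO-only or shared (133153 sites in all). A site was distal over 3000 bp from the nearest TSS of a coding gene in the GENCODE M21 basic annotation and promoter-proximal otherwise. The 251 sites on unplaced contigs were in neither class. Sites were assigned to the gene of the nearest TSS. The restriction to coding genes was set during the analysis, and so was counting polymorphic pseudogenes as coding. Coordinates are as in the peak lists. The 4 published guide sequences were matched to the GRCm38 genome, which has the mm10 coordinates, and the deleted interval was taken between the outer cleavage positions, 3 bases inside a matching NGG motif next to each guide. The deletion itself was not sequenced in these data.

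Gene lists, motifs, gene names to report, tests and most alternative settings were fixed before the data were examined. Of 21 gene lists, 20 were tested by nearest gene. The apolipoprotein cluster fell short of a minimum of 3 genes with distal sites, which was set after the data were seen. It was tested where a site was given to every gene with a TSS within 50 kb. The microglia signature list held 327 names here, of which 310 had a TSS in the annotation and 265 had distal sites. For each list, the balance (EKO-only minus WT-only sites, in percent of the list's distal sites) was set against 10000 random lists of genes matched on the decile of distal sites per gene, among 13488 genes with distal sites. The p is two-sided, its smallest value is 0.0001, and it was adjusted over the lists by Benjamini-Hochberg. The gene is the unit, so p compares genes within these lists and does not test genotype across animals. Consensus matches of 15 motifs on either strand within 100 bp of the site centre were compared between EKO-only and WT-only distal sites by two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the motifs.

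Genes were named by a fixed rule: 29 genes the study had discussed, the 10 genes with the largest excess of EKO-only and the 10 with the largest excess of WT-only distal sites, and up to 4 members per list with the largest excess in the list's direction. One of the genes this rule names is not reported here. Other genes named were chosen after their values were seen: Lyve1 and Stab1 in the report, and the genes of the promoter and run observations. Counts per gene and of promoter sites without WT library D were also added after the data were seen. Motif matches shown as sequence were chosen among sites held by all 10 comparisons.

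The list test was tested on simulated data, with site classes drawn independently and lists of genes drawn at random. Of 200 simulated unchanged lists of 20 genes 4% had a p below 0.05. In shifted lists each WT-only site turned EKO-only with a probability of 50%, and 99.5% were detected, with the right direction in 100%. The simulation held no runs of same-class sites and no lists of neighbouring genes, so it does not cover those cases. In simulated sequences for 32558 sites, a planted motif was recovered in 12.4% of sites against 12.3% computed from the planting, and 0 of the 14 other motifs were called. Alternatives were another rule of overlap, another distance from the TSS, minimum numbers of comparisons, the same number of peaks per list, each library left out, autosomes alone, another assignment of sites to genes, another statistic, a window of 50 bp, and sampling to the same GC content in bins of 2%. Analyses used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.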

Results

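Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in microglia sorted from the brains of wild-type (WT) mice and of mice homozygous for a deletion in a distant enhancer of Sall1 (EKO). Sall1 encodes a zinc-finger transcription factor of the Spalt family that marks microglia among brain macrophages. Each genotype had 5 libraries. Each was represented by 1 merged list of reproducible peaks in mm10 coordinates, with 122214 peaks for WT and 104945 peaks for EKO. Median peak width was 235 bp in WT and 236 bp in EKO. A peak entered a list when it was reproducible in at least 1 of the 10 comparisons that pair the 5 libraries of a genotype, and the number of comparisons that held a site is given below as its support. Read depth per library is unknown from these lists. A site absent from a list was not called there, which is not evidence that the chromatin was closed. No tag counts per library were analysed here, and the results therefore describe where peaks were called, with no replicate test of genotype.

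The first question was what the deletion did at its own locus on chromosome 8, which also serves as a check of the labels. No site around Sall1 was left in the EKO list: 75 distal sites and 7 promoter sites had Sall1 as their nearest gene in WT, and 0 of them overlapped an EKO peak. The promoter site itself (89044063 to 89044385, at the transcription start site (TSS) of the minus-strand gene, which spans 89027235 to 89044162) had a support of 10 in WT. The 4 published guide sequences matched the genome at 352 to 366 kb upstream of the TSS, and the outer cleavage positions bound an interval of 13.2 kb (89396649 to 89409887) in intergenic sequence. Inside this interval WT had 3 sites, of which the site at 89404348 to 89404594 had a support of 10. It held a SMAD motif, CAGACA, at 89404464 to 89404469 within the sequence CTGGGGCTCCCAGACAGGAACCGAAA.

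The loss reached well beyond the deleted DNA, where absence of a peak follows from absence of the sequence. WT had 14 sites in the gene and at its promoter, 17 sites between 250 and 350 kb upstream but outside the deletion, and 38 others in the mapped window around the gene, all missing from EKO. Sites with a support of 10 lay at 89042692 to 89042925 and 89043525 to 89043816 in the gene's intron, at 89134474 to 89134718, 89163082 to 89163327 and 89182467 to 89182701 in the intergenic region, at 89392780 to 89392985 next to the deletion, and beyond it at 89571879 to 89572112. The number of WT distal sites nearest to Sall1 fell to 47 when the comparisons of 1 WT library, called D here, were left out. The number in EKO was 0 in each setting tried. Each setting reused the same EKO list, which held no peak nearest to Sall1, so this repeated 0 is no further evidence.

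**Figure D1:**
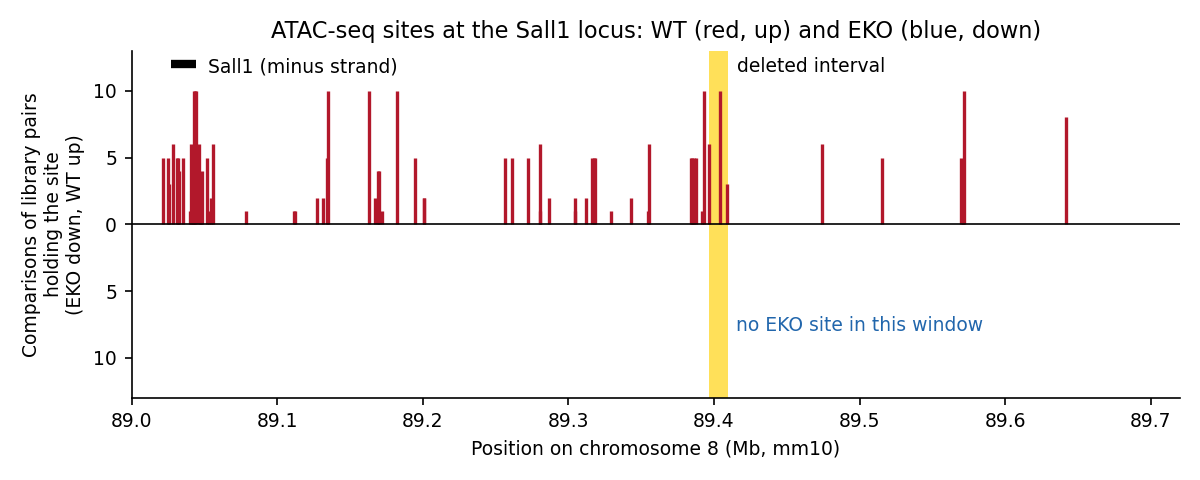
Map of ATAC-seq sites on chromosome 8 (mm10, position in Mb); each line is a site, its height the number of the 10 pairwise library comparisons that held it, WT upward in red and EKO downward in blue. All sites in the window were WT sites, including 3 in the deleted interval (yellow, 13.2 kb) and those at the Sall1 gene (black bar).

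Genome-wide, the question was which distal regions, over 3000 bp from a TSS, had a called site in only 1 genotype. The largest excesses of EKO-only distal sites surrounded Trps1, a GATA-type repressor (43 EKO-only and 1 WT-only), and Sash1 (33 and 0). They were followed by the aryl hydrocarbon receptor gene Ahr (25 and 0), Bhlhe40 (25 and 3) and Cmah (21 and 0). Pmepa1, a target and inhibitor of TGF-beta signalling, had 23 EKO-only and 3 WT-only sites, and Tenm2 had 20 EKO-only sites and no site in WT. The next largest excesses were at Cpeb2 (24 and 4), Rftn1 (21 and 3) and Sema6d (20 and 2). After Sall1, the largest excesses of WT-only sites surrounded Nav2 with 54 WT-only and 7 EKO-only sites, the RNA-binding protein gene Khdrbs3 (47 and 0), Plcl2 (44 and 2), Zeb2 (50 and 9), Frmd4a (38 and 1), Magi1 (37 and 3), Qk (34 and 2), the Rac activator gene Tiam1 (32 and 0) and the inhibitory SMAD gene Smad7 (31 and 2). Many of these WT-only sites were called only in comparisons with WT library D. Without it Sall1 (47 and 0), Khdrbs3 (35 and 0), Tiam1 (16 and 0), Nav2 (27 and 13), Plcl2 (18 and 6), Zeb2 (22 and 16), Frmd4a (13 and 6), Magi1 (22 and 10) and Smad7 (14 and 9) still had more WT-only sites, while Qk turned to 5 WT-only and 9 EKO-only. Without that library the 10 genes with the largest EKO-only excesses had 20 to 47 EKO-only and at most 2 WT-only sites. Leaving out WT peaks cannot remove an EKO-only site, so this setting could not have ended these excesses.

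Of 93332 distal sites, 60774 (65.1%) were shared, 23497 (25.2%) were WT-only and 9061 (9.71%) were EKO-only, a log2 ratio of EKO-only to WT-only of -1.37. WT-only sites were more numerous on 19 of 19 autosomes. The direction of this balance rested on 1 library. Without the comparisons of WT library D there were 9904 WT-only and 16929 EKO-only sites and the log2 ratio was 0.77. Without WT library A it was -0.60, and leaving out any of the other 8 libraries gave -1.89 to -1.11. It also turned to 0.13 when the same number of top-ranked peaks was taken from each list and to 3.81 for sites with a support of 10. The total therefore does not say which genotype lost more accessible sites.

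Support differed between the classes. WT-only distal sites had a median support of 2, with 4613 sites at 5 or more and 122 at 10, and EKO-only sites had a median of 3, with 3719 at 5 or more and 1715 at 10. Shared sites had a median support of 6 in WT and 10 in EKO. WT comparisons held 40778 to 111705 peaks (median 67034) and EKO comparisons 68792 to 87186 (median 79941). Each comparison with WT library E held at most 42911, so a high support was harder to reach in WT.

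**Figure D2:**
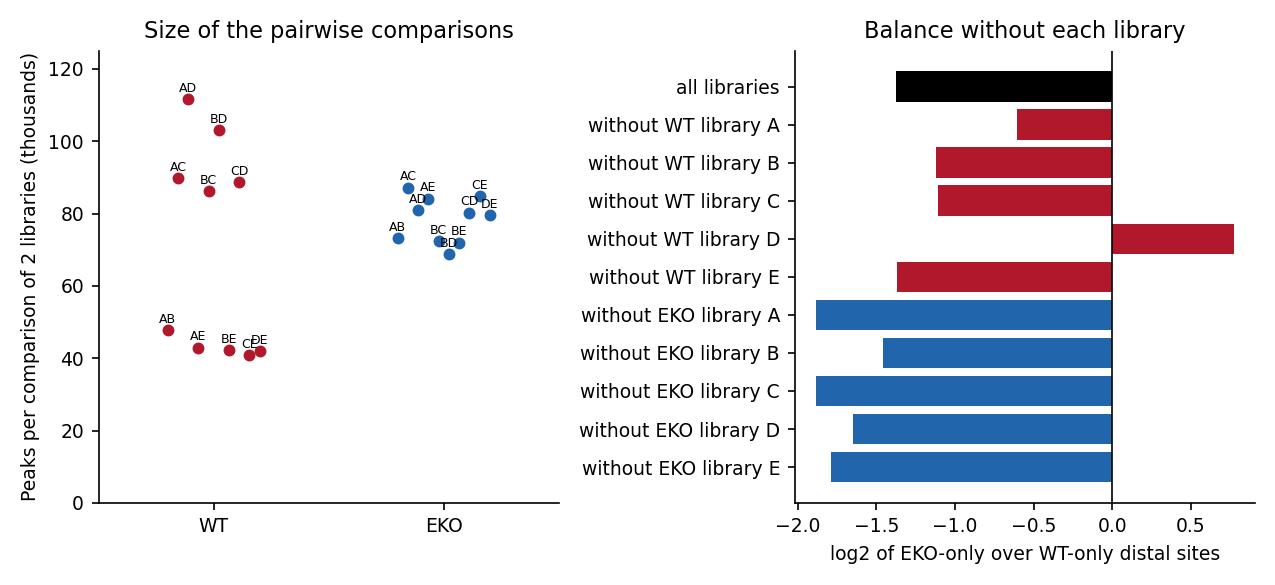
Left, number of peaks in each comparison of 2 libraries, labelled with their letters; the WT comparisons spread from 40778 to 111705 and the EKO comparisons from 68792 to 87186. Right, log2 ratio of EKO-only to WT-only distal sites with all libraries (black, -1.37) and without each library in turn; without WT library D it was 0.77.

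A larger share of sites was found in both lists at promoters than at distal regions, which does not measure how much accessibility changed. Within 3000 bp of a TSS, 79.7% of 39570 sites were shared, 13.8% were WT-only and 6.49% were EKO-only. Which genotype had more promoter sites of its own rested on WT library D: without it 80.1% of 36519 sites were shared, 6.53% were WT-only and 13.4% were EKO-only. Promoter sites made up 34.2% of shared sites (exact binomial 95% interval 33.9 to 34.5%), 18.8% of WT-only sites (18.4 to 19.3%) and 22.1% of EKO-only sites (21.3 to 22.8%), intervals that cover counting error only. Introns held 42.7% of WT-only, 37.8% of EKO-only and 32.1% of shared sites, intergenic sequence 34.8%, 37.4% and 30.9%, and exons 3.64%, 2.73% and 2.85%.

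The next question was whether genes of known microglial and macrophage programmes had more EKO-only or more WT-only sites than other genes. Microglia signature genes, a set defined by the study from wild-type macrophages, leaned towards WT-only distal sites: 191 of the 265 genes with distal sites had more WT-only than EKO-only sites and 16 had the reverse. Together they had 1110 WT-only, 211 EKO-only and 1966 shared sites (477, 450 and 1729 without WT library D). The largest excesses were at Sall1, Khdrbs3, the cyclin-dependent kinase regulator gene Cables1 (28 WT-only, 2 EKO-only) and Nav3 (27 and 1). Without WT library D, Khdrbs3 had 35 WT-only and 0 EKO-only sites, Sall1 47 and 0, but Cables1 12 and 11 and Nav3 11 and 9. The balance, EKO-only minus WT-only sites as a percentage of the list's distal sites, was -27.4%. Random lists of genes matched on their number of distal sites had a mean of -14.9%, so much of the WT-only excess was not particular to this list. The list lay 12.4 percentage points below that mean (lean -12.4, permutation p = 0.0001, the smallest that 10000 random lists can give, adjusted p = 0.00067). The lean was -10.7 without Sall1, -10.3 without WT library D and -8.19 when a site was given to every gene with a TSS within 50 kb, and it passed the test each time.

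The list of homeostatic microglia genes, which the study named partly from expression in the same mouse line, showed the same sign without passing the test (lean -9.45, permutation adjusted p = 0.25, 19 of 23 genes with more WT-only sites), and without Sall1 its lean was 0.97. Mef2c had 34 WT-only, 14 EKO-only and 98 shared sites, and without WT library D it turned to 12 WT-only and 29 EKO-only sites. At most other homeostatic genes named beforehand the majority of distal sites was shared: Tmem119 had 9 shared sites of 11, Selplg 10 of 13, Cx3cr1 17 of 24 (9 shared and 13 EKO-only without WT library D), Olfml3 4 of 5, Crybb1 2 of 2, and the SALL family member Sall3 52 of 62, although its 8 WT-only and 2 EKO-only sites became 1 and 10 without WT library D. P2ry12, the microglial ADP receptor gene, had 6 WT-only, 4 EKO-only and 8 shared distal sites (2, 4 and 8 without WT library D). Within 3000 bp of its TSS it had 6 WT-only, 1 EKO-only and 12 shared sites. Its TSS site on chromosome 3 (59220097 to 59220380) had a support of 10 in WT and 2 in EKO. The fructose transporter gene Slc2a5 had 1 WT-only and 2 shared distal sites, and 4 WT-only and 2 shared sites within 3000 bp of its TSS. Promoter sites of single genes were not counted without WT library D.

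Genes of other macrophage programmes leaned towards EKO-only sites. Markers of border macrophages, which live at the surfaces of the brain, leaned to EKO-only by 50.1 points (permutation adjusted p = 0.00067), with 48 EKO-only and 7 WT-only sites and 7 of 11 genes on the EKO side. Dab2, an endocytic adaptor gene, had 18 EKO-only and 2 WT-only sites, the mannose receptor gene Mrc1 7 and 1, the ectoenzyme gene Cd38 7 and 0, and the coagulation factor gene F13a1 6 and 0, whereas Lyve1 and Stab1 each had 2 WT-only sites and 0 EKO-only. Genes of the Ms4a cluster leaned by 56.8 points (permutation adjusted p = 0.00067), with 11 EKO-only and 2 WT-only sites. These genes are neighbours in a single region, while the random lists drew genes from across the genome. The permutation treats them as independent, so its p may be too small. At Ms4a7 on chromosome 19, the TSS site (11335992 to 11336272, in the 5' untranslated exon), an intronic site (11329522 to 11329815) and an intergenic site (11343201 to 11343452) each had a support of 10 in EKO and none in WT. The Ms4a cluster list and Ms4a7 and Mrc1 were among the genes the study named from the same line, so their direction is not independent evidence.

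Interferon response genes (lean 37.3, permutation adjusted p = 0.0096) and lipid and lysosome genes (lean 22.5, permutation adjusted p = 0.008) also leaned to EKO-only. The interferon result came from few genes, 4 with more EKO-only and 5 with more WT-only sites, led by Zbp1, a nucleic acid sensor gene (18 EKO-only, 1 WT-only), Ifi207 (5 and 0) and the chemokine gene Ccl12 (5 and 1). In the lipid and lysosome list 7 genes had more EKO-only and 6 more WT-only sites, led by the fatty acid scavenger receptor gene Cd36 (12 and 0), the cholesterol exporter gene Abca1 (11 and 6), Atp6v0d2 (4 and 0) and Nceh1 (4 and 1). Neither list passed when each gene counted as 1, by the share of genes with more EKO-only sites (permutation adjusted p = 0.49 and 0.18), nor for sites with a support of at least 5 (0.16 and 0.27).

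**Figure D3:**
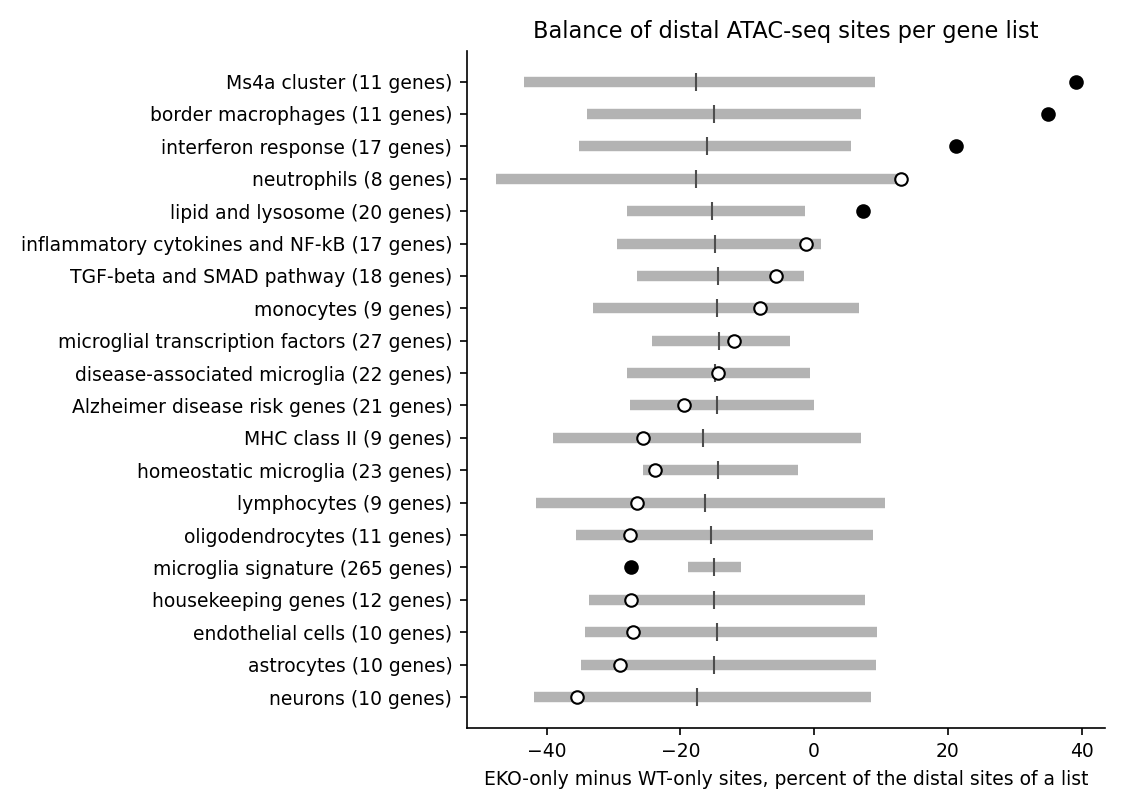
Balance of EKO-only minus WT-only distal sites, in percent of a list's distal sites, for 20 gene lists; grey bars are the central 95% of 10000 random lists, ticks their mean, filled circles the 5 lists with an adjusted p below 0.05. Ms4a cluster, border macrophage, interferon response and lipid and lysosome genes lay above the bar, and microglia signature genes below it.

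Other lists did not pass by nearest gene. Inflammatory cytokine and NF-kB genes had 39 EKO-only and 42 WT-only sites (lean 13.7, permutation adjusted p = 0.21). The list passed towards EKO-only under 2 other settings, with every gene within 50 kb of a site (lean 18.3, permutation adjusted p = 0.007) and by the share of genes (29.6, 0.031), and over all settings adjusted p was 0.007 to 0.3. Its largest EKO-only excesses were at Cybb, the catalytic subunit gene of the phagocyte oxidase (10 and 0), Nfkbia (5 and 1), Cd14 (3 and 0) and Tlr2 (3 and 1). This list holds genes the study named from expression in the same line, Cybb among them, so its direction is not independent evidence. The same limit holds for the disease-associated microglia, apolipoprotein and transcription factor lists. Of the genes named beforehand, C3 had 2 WT-only and 2 shared distal sites, and a TSS site on chromosome 17 (57228033 to 57228284) found in all 10 EKO comparisons and in none of WT. C3ar1 had 1 EKO-only and 4 shared distal sites, and Tnf had no distal site. TGF-beta and SMAD pathway genes leaned by 8.58 points (permutation adjusted p = 0.31): Pmepa1 and Bambi (14 EKO-only, 0 WT-only) stood opposite to Smad7 and Smad3 (0 EKO-only, 10 WT-only), and Skil had 4 of each. Without WT library D, Smad3 had 3 of each, Skil 7 EKO-only and 1 WT-only, and Smad7 9 and 14. Microglial transcription factor genes leaned by 2.25 points (permutation adjusted p = 0.68), with Tfec at 8 EKO-only and 1 WT-only, Ets1 at 1 and 19 (1 and 7 without WT library D), Fosl2 at 7 and 2, and no distal site at Irf7. Batf2 had 1 shared distal site.

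Disease-associated microglia genes as a group did not lean (0.48 points, permutation adjusted p = 0.95), although Igf1 had 14 EKO-only and no WT-only sites and Fabp5 had 4 and 1. Alzheimer disease risk genes leaned by -4.90 points (permutation adjusted p = 0.54), with 19 WT-only and 2 EKO-only sites at Picalm, which turned to 2 and 11 without WT library D. By nearest gene, the apolipoprotein genes had too few distal sites for a test. With a site given to every gene with a TSS within 50 kb, they had 15 shared, 0 WT-only and 0 EKO-only distal sites. A site counted there for each such gene (lean 17.0, permutation adjusted p = 0.61). Their promoter regions on chromosome 7 nevertheless differed, since sites within 3000 bp of a TSS were EKO-only in 6 of 7 cases at Apoc1, the only case at Apoc4 (19683711 to 19684027, support 10), 1 of 2 at Apoc2 and 2 of 8 at Apoe. The site at 19695798 to 19696051, between Apoc1 and Apoe, had a support of 10 in EKO. The phosphatidylserine receptor gene Axl had 4 shared distal sites and an EKO-only site 2142 bp from its TSS (25790704 to 25790990, support 10).

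**Figure D4:**
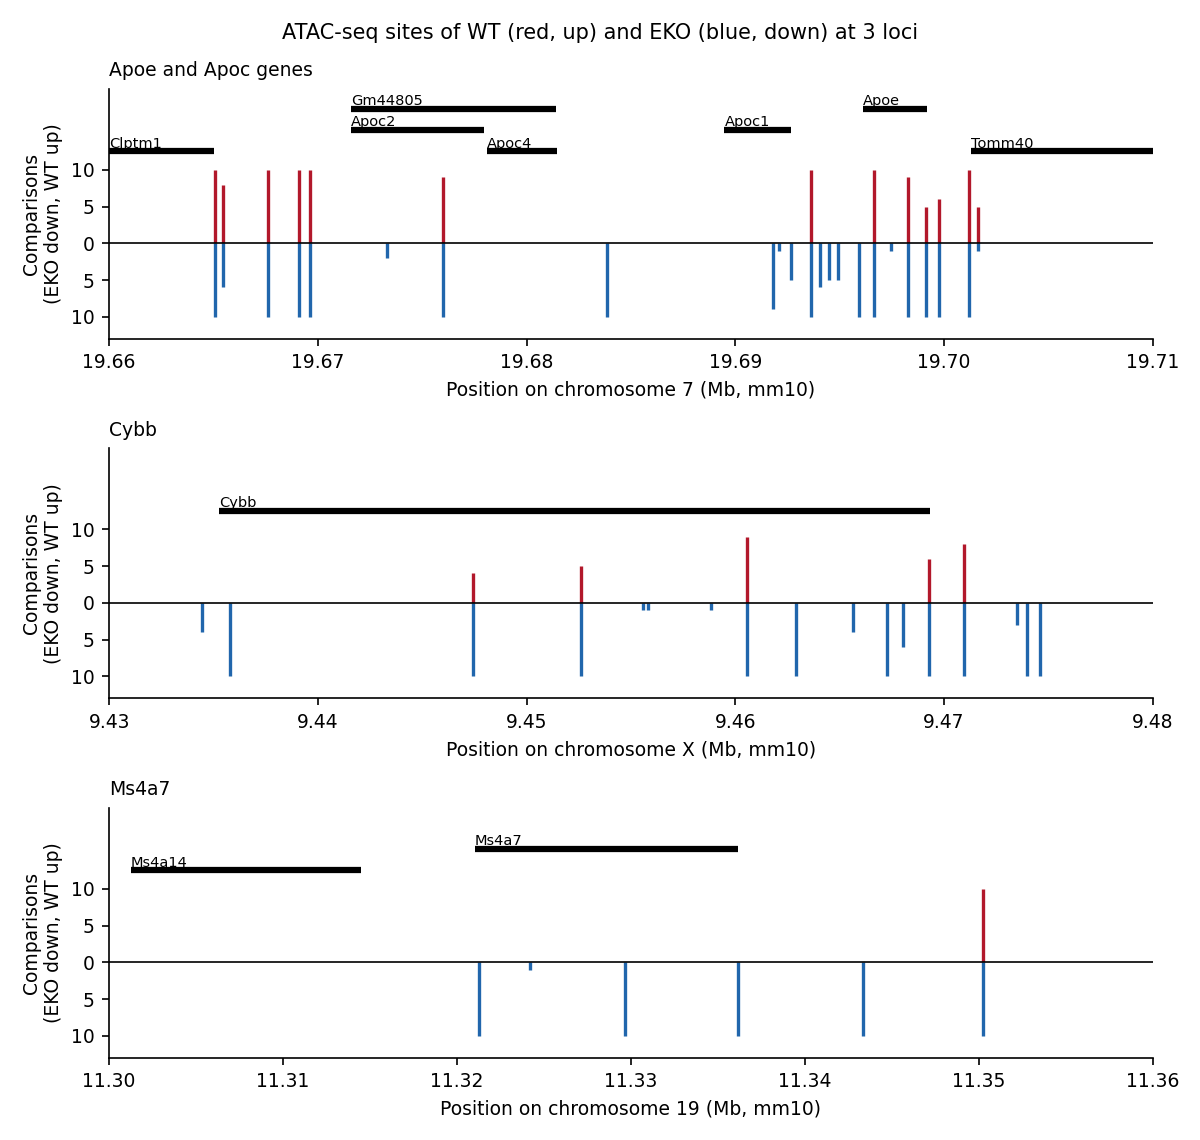
Sites at the Apoe and Apoc genes (chromosome 7), Cybb (chromosome X) and Ms4a7 (chromosome 19), with position in Mb (mm10) and height as the number of comparisons that held a site, WT up in red and EKO down in blue. EKO-only sites with a support of 10 lie between Apoc1 and Apoe, around Cybb and at the Ms4a7 TSS, next to sites shared by both lists.

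Markers of other cells that a microglial sort could hold were tested in the same way. Monocyte genes leaned by 6.48 points (permutation adjusted p = 0.54), with Itga4 at 14 EKO-only and 0 WT-only sites, Ccr2 at 2 and 1 and Lgals3 at 0 and 5 (0 and 2 without WT library D). Neutrophil genes leaned by 30.7 points (permutation p = 0.047, adjusted p = 0.16) on 5 EKO-only and 2 WT-only sites, 3 of them at Retnlg. The leans of neuron (-18.0), astrocyte (-14.1), endothelial (-12.5), oligodendrocyte (-12.1), lymphocyte (-10.1) and MHC class II genes (-8.89), and of housekeeping genes (-12.5), were on the WT side and did not pass, with adjusted p values of 0.31 to 0.54.

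The last comparison asked which transcription factor motifs distinguish EKO-only from WT-only distal sites. C/EBP motifs, bound by a family of myeloid regulators, were present within 100 bp of the centre of 9.22% of EKO-only sites and 2.72% of WT-only sites, with 4.47% of shared sites between them. The log2 odds ratio was 1.86 (95% interval 1.70 to 2.01, Fisher's exact test adjusted p = 2.22e-123), with the same direction on 19 of 19 autosomes. MEF2 motifs (4.32% and 1.65%, log2 odds ratio 1.43), composite PU.1:IRF motifs (4.22% and 1.65%, 1.39), RUNX motifs (5.35% and 2.56%, 1.11), IRF motifs (5.26% and 2.89%, 0.90), MITF/TFE motifs (1.98% and 1.41%, 0.50), AP-1 motifs (7.86% and 5.78%, 0.48) and NF-kB motifs (2.49% and 2.07%, 0.28) were also more frequent in EKO-only sites. A C/EBP match, TTATGTAA, lay at 11343254 to 11343261 in the intergenic Ms4a7 site, within TGATTATTTGTTATGTAACAATAATGAA. Another, TTGCACAA at 50695636 to 50695643 on chromosome 15, lay in an intronic EKO-only site of Trps1 (50695574 to 50695802), and a PU.1:IRF match, GGAACTGAAA at 9474605 to 9474614 on chromosome X, in an intergenic site 5284 bp from the TSS of Cybb (9474494 to 9474723).

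WT-only sites more often held SMAD motifs (21.9% against 19.5% of EKO-only sites, log2 odds ratio -0.21, Fisher's exact test adjusted p = 2.38e-06), PU.1 motifs (11.0% and 9.04%, -0.31), ETS motifs (0.59% and 0.40%, -0.56), RFX motifs (0.84% and 0.58%, -0.52) and CTCF motifs (2.54% and 1.56%, -0.72). MAF motifs (log2 odds ratio 0.15) and NRF1 motifs (-0.21) did not differ past the threshold. EKO-only sites were poorer in G and C bases, with a median of 44.5% against 50% in WT-only and 49.5% in shared sites. After sampling 7821 sites of each class to the same GC content the C/EBP log2 odds ratio was 1.41 and RUNX 1.08, MEF2 fell to 0.42 and IRF to 0.37, and SMAD (-0.08, Fisher's exact test adjusted p = 0.205), ETS (0.092) and RFX (-0.52) no longer passed, while MAF did (0.41). CTCF turned to 0.59 without WT library D, and without it NF-kB (0.091) and RFX (-0.20) did not pass and MAF did (0.22). Single libraries also ended the calls of MITF/TFE (0.27 without WT library A), ETS (-0.42 without WT library C, and -0.54, -0.49 and -0.47 without EKO libraries A, D and E), RFX (-0.40 and -0.44 without EKO libraries A and D) and NF-kB (0.19, 0.25 and 0.25 without EKO libraries A, C and E). MITF/TFE also failed in a window of 50 bp (0.36), NF-kB at a minimum of 2 comparisons (0.25) and at support of at least 5 (0.36), and CTCF at the latter (-0.50). The calls of C/EBP, MEF2, PU.1:IRF, RUNX, IRF, AP-1, PU.1 and SMAD passed with the same sign without each library. These tests count sites as independent and compare called sites, not replicates.

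**Figure D5:**
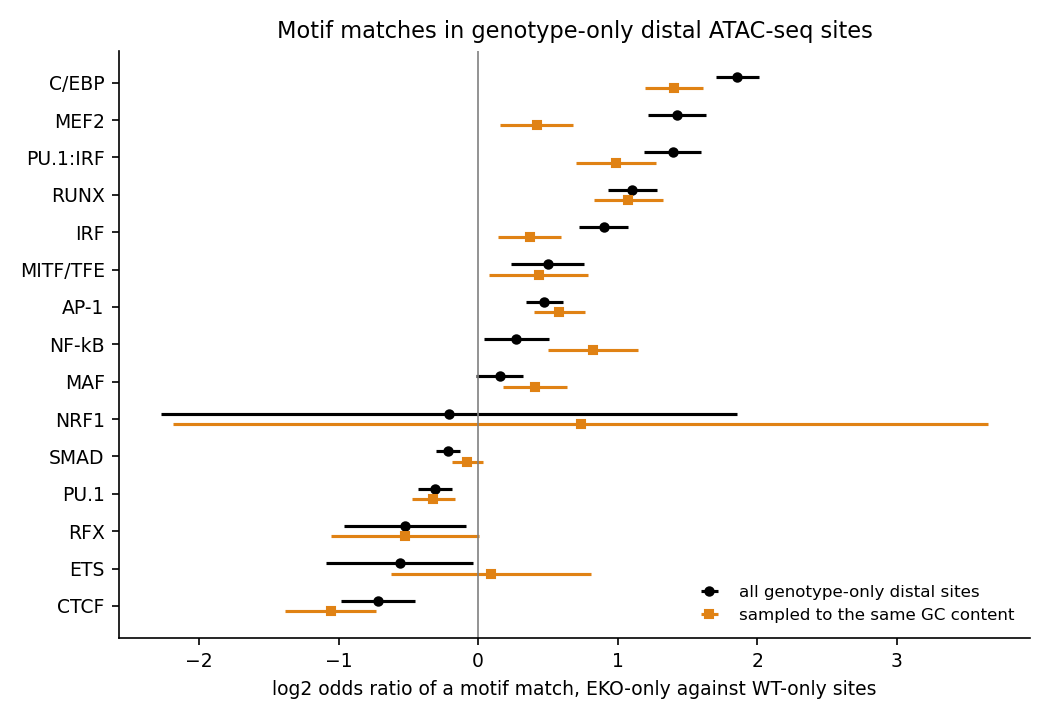
Log2 odds ratio (with 95% interval) of a motif match in EKO-only against WT-only distal sites for 15 motifs, in all genotype-only sites (black circles) and in 7821 sites of each class sampled to the same GC content (orange squares). C/EBP had the highest value, 1.86 in all sites and 1.41 at the same GC content.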

Values the study reported

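From tag counts per library, the study reported a decrease of accessibility of more than 2-fold at 5,139 distal sites of EKO microglia and an increase at 6,599 sites, at an adjusted p below 0.05. The deleted part of the enhancer was given as 13 kb. The super-enhancer was placed at roughly 300 kb from the promoter of Sall1. The study counted 328 microglia signature genes.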

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

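Tests with a minimum support of 5 or 10 in 1 list and absence from the other, the homeostatic and signature lists without Sall1, the TSSs of all annotated genes, and the settings for the count of sites at Sall1 were chosen after seeing the data; the others were planned. No paired analysis was possible because the lists are pooled per genotype and the libraries behind each comparison carry no replicate numbers. The planned tests of tag counts (other tool, normalizations, filter, pseudocount, replicate block, leaving out replicates) were not run, since the lists hold no counts. What depth limits cannot be read from the lists.

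The log2 ratio of EKO-only to WT-only distal sites was -1.26 with a reciprocal overlap of 50%, -1.23 by centres within 100 bp, -1.45 for peaks within 200 bp and -1.20 for a minimum of 2 comparisons. With a minimum of 4 it was -0.26 (12119 WT-only sites, 44 of them at Sall1). With the same number of peaks per list it was 0.13 (6022 WT-only, 17 at Sall1). For support of at least 5 it was -0.31 (4613 WT-only, 3719 EKO-only, 40 at Sall1) and for 10 it was 3.81 (122, 1715 and 6), a threshold that the small WT comparisons with library E make harder to reach in WT. Leaving out each library gave -1.89 to 0.77, with 9904 to 27008 WT-only sites, 7298 to 16929 EKO-only sites and 47 to 75 at Sall1. The extremes 0.77, 9904, 16929 and 47 came without WT library D, whose comparisons alone held 27150 WT peaks. Promoter shares within 1000 bp were 10.4% of WT-only, 13.9% of EKO-only and 25.4% of shared sites, by construction of the narrower window. The ratio with the TSSs of all annotated genes was -1.36.

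Border macrophage, Ms4a cluster and microglia signature lists passed in the same direction under every setting tried. Counting each gene as 1, the interferon lean was 9.96 and the lipid and lysosome lean 17.7, neither past the threshold, while inflammatory cytokine and NF-kB genes passed (29.6), as they did with every gene within 50 kb (18.3). At support of at least 5, 2 lists (border macrophages and Ms4a cluster) passed towards EKO-only, with interferon at 15.1 and lipid and lysosome at 6.77, and at 10 the same 2 lists passed, with -0.86 and 1.56. The cause was not tested. Lists with no call in the report changed sign at some settings: homeostatic microglia 0.97 without Sall1; MHC class II 2.36, monocytes -0.92 and housekeeping genes 0.43 with every gene within 50 kb; disease-associated microglia -3.09, MHC class II 6.20, transcription factors -0.68, lymphocytes 8.32 and astrocytes 3.85 by share of genes; MHC class II 1.33 at support of at least 5; transcription factors -0.96, lymphocytes 6.95, neurons 4.22 and endothelial cells 0.74 at 10. Without each library MHC class II ranged from -11.7 to 4.62 and disease-associated microglia from -1.62 to 3.51.

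For motifs, 8 were more frequent in EKO-only and 5 in WT-only sites. The second number was 2 at the same GC content and at support of at least 5, and 3 to 5 without each library; at support of 10 the numbers were 2 (C/EBP and RUNX) and 0, with 122 WT-only sites left to test. CTCF ranged from -1.07 to 0.59 without each library, the positive value being without WT library D. Signs also changed for ETS (0.092) and NRF1 (0.74) at the same GC content, NRF1 (0.89) in the window of 50 bp and without single libraries (-1.02 to 0.23), and at support of 10 for PU.1 (0.069), MEF2 (-0.67) and MAF (-0.18), none of them past the threshold there. Calls also ended, with the same sign, for MITF/TFE (0.36) and RFX (-0.37) in the window of 50 bp, NF-kB (0.25) and RFX (-0.42) at a minimum of 2 comparisons, NF-kB (0.36), CTCF (-0.50), ETS (-0.67) and RFX (-0.27) at support of at least 5, and SMAD (-0.08) and RFX (-0.52) at the same GC content, where MAF (0.41) passed. The cause was not tested. C/EBP was past the threshold with a positive sign under every setting tried. Of 225 values for motifs and 322 for the 20 tested lists under alternatives, 182 and 296 had the direction and side of the threshold given in the report.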

Other observations

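The tests on WT library D, on monocytes and on border macrophages, and the descriptions of TSS sites and of runs of sites, were chosen after the results were seen; the tests on WT library E, on GC content and on motif support were written before their values were seen. The tests on library D and on border macrophage genes replaced 2 others. Weakly supported WT sites as the source of the WT-only excess met the criterion set for them (log2 ratio 3.81 at support of 10), but that support is harder to reach in WT, so the explanation stays open. A test of cell types in the sort, written for disease-associated microglia genes, was dropped because that list did not lean (0.48 points).

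At TSSs themselves, within 200 bp, 161 coding genes had an EKO-only site and 545 a WT-only site, against 11003 with a shared one. Without WT library D the numbers were 347, 294 and 10820, so which genotype had more genotype-only TSS sites rested on that library. Sites with a support of 10 and absent from the other list marked 36 genes in EKO and 7 in WT, and at support of 5 or more 66 and 138. The EKO genes at support of 10 were of mixed function and were not tested for a shared one. They included the complement gene C3, the chemokine receptor gene Ccr1, Clec4e, the inflammasome gene Nlrc4, Hcar2, Ms4a4a, Ms4a7, Mmp13, Sirpb1b, Cd28, the transcription factor genes Runx3 and Spic, and also the receptor gene Egfr, Hal, Fsbp, Maip1, Mab21l3, Stard13, Tmeff1, Tmtc1, Ddah1 and Serpinb8. The WT genes at that support were Sall1, Khdrbs3, the chemokine gene Cxcl12, Hspb3, Hmgn3, Lrrc42 and Pdzrn4.

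Genotype-only sites also came in long runs, in which neighbouring called sites all belonged to 1 genotype. The Sall1 run held 86 consecutive WT-only sites over 973 kb of chromosome 8 (88783768 to 89757187), where 1000 shuffles of the site classes gave a longest run of 12. The next WT-only runs lay at Khdrbs3 on chromosome 15 (23 and 22 sites), Csmd3 (21) and Nav2 (20). Without WT library D the Sall1 run held 54 sites, those at Khdrbs3 17 and 16, and the longest at Csmd3 12 and at Nav2 10. Sites were not shuffled without that library, where WT-only sites were fewer, so these lengths have no matched comparison. The longest EKO-only run, 24 sites over 801 kb of chromosome 3 (15285455 to 16086860), covered the Sirpb1 family of myeloid receptor genes. It was followed by 23 sites at Tenm2, 18 at Trat1 and the Retnla, Retnlb and Retnlg genes on chromosome 16, 17 at Trps1 and 16 at Dscam, where shuffles gave at most 7. Shuffling treats sites as independent, which neighbouring sites are not.

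The excess of WT-only over EKO-only distal sites (log2 ratio -1.37) was weighed against 2 single-library explanations. The test on WT library E, whose comparisons held the fewest peaks, decides nothing: without it the ratio was -1.37, but it alone brought only 151 of 122214 WT peaks, too few to move the ratio. Peaks that only comparisons with WT library D held remain a candidate explanation, since the ratio without it was 0.77 and no other library turned the sign. Whether library D was deeper, of better quality or biologically different could not be read from peak lists. A real loss of sites in EKO was not tested by these lists. From tag counts per library, the study reported decreases at some distal sites and increases at more of them. That order is opposite to the sign of the ratio with all libraries, though the measures differ. Sall1, the border macrophage and Ms4a lists and the C/EBP motif had the same direction without library D, while Qk, Mef2c, Picalm and Sall3 turned from more WT-only to more EKO-only sites. Leaving out library D shortens the WT list alone, which can remove WT-only sites and add EKO-only ones but not the reverse. Part of these turns may follow from that, and no setting left out a library of each genotype.

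The higher frequency of C/EBP motifs in EKO-only sites (log2 odds ratio 1.86) was weighed against base composition and weak support. Sampled to the same GC content it was 1.41, and among sites with a support of 10 it was 2.48, so the tables argue against either as the whole cause. Part of the C/EBP difference thus went with GC content. The MEF2 and IRF differences fell further, from 1.43 and 0.90 to 0.42 and 0.37 after sampling. In the same mouse line, the study reported C/EBP and AP-1 motifs at SALL1-bound distal sites that gained H3K27ac, a histone mark of active enhancers. At gaining sites without SALL1 it reported C/EBP, AP-1, PU.1:IRF and MITF/TFE motifs. It found MEF motifs at SALL1-bound sites that gained the mark and at those that lost it. The direction of these motifs here is therefore not independent evidence. As a hypothesis, regions with C/EBP motifs may open in microglia that lack Sall1 expression. Cells of another myeloid type in the EKO sort stay open as a source, and factor binding was not measured here.

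The EKO-only lean of border macrophage genes (50.1 points) may come from microglia that open these regions or from other macrophages in the sort. Blood monocytes were tested through a marker list fixed beforehand, whose lean of 6.48 points had a 95% bootstrap interval over genes of -29.2 to 39.8. That interval holds both 0 and 25.0, the value set as the criterion from the border macrophage lean, so it decides nothing. In RNA of sorted microglia, the study found no expression of Ccr2 or Lgals3 in WT or EKO and unchanged Sall3. It took this as evidence against major replacement by blood-derived cells. The study also cited Sall1 RNA in most sorted microglia of heterozygous mice, whose changed genes were nearly all among those changed more strongly in EKO. A further argument was that changes in EKO were largely the same as those after Sall1 deletion in adult mice. The study still said that fate mapping would be needed for a definite answer. Border macrophages themselves cannot be told apart from a change within microglia by these lists. More EKO-only sites were called at 7 genes and more WT-only sites at 2 (Lyve1 and Stab1), which either would allow. The low CD45 gate is meant to exclude border macrophages and monocytes, and 1 of the list's genes, Ms4a7, is also in the Ms4a cluster list.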
